A study of Mus musculus with 16 samples.

How the data were processed

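Gene expression was measured in whole mouse hamstring muscle on an Illumina expression BeadChip, with 1 array per animal sample and 16 arrays in all. Per the labels, female mice had spinal cord injury (SCI) or sham surgery together with an intramuscular injection of cardiotoxin (CDTX), a snake venom toxin that destroys muscle fibres, or of saline. Muscle was taken 2 days after surgery, RNA was extracted with Trizol, and biotin-labelled cRNA was made with an Ambion MessageAmp kit, per the labels' protocols. The labels put 4 arrays in each of the 4 groups SCI+CDTX, SCI+Saline, Sham+CDTX and Sham+Saline, and state that SCI+CDTX replicate 2 was excluded from the authors' final analysis.

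The deposited non-normalized table holds, for 25697 probes, the mean bead intensity of each array with no normalization and no background subtraction, per the file headers, which name an Illumina gene expression module. A detection p-value and a number of beads for each probe and array are also in this deposited table. The authors also deposited 2 tables of intensity after average normalization and background subtraction, per the file headers, 1 over all 16 arrays and 1 over the 15 arrays of their final analysis. These 2 tables give the authors' mean, lowest and highest value of each group and no column per array. The deposited final table adds a difference score and a difference p-value for each group against SCI+CDTX. Whether that p-value was corrected for multiple tests is not settled by the headers. No per-sample column was left unused (0 columns).

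Intensities of the 15 arrays of the authors' final analysis were background-corrected with the normal-exponential model fitted from the detection p-values (neqc), quantile normalized and set to log2 with an offset of 16 in limma 3.58.1 under R 4.3.3, with data.table version 1.17.8 for reading. Levels are therefore log2 normalized intensities, and fold changes of dim probes are understated by the offset. Probes with a detection p under 0.05 on at least 3 arrays were kept, which left 14763 probes for 10952 genes. Gene names came from the table's own symbols, updated through Entrez gene identifiers in a RefSeq gene table for 23681 probes, of which 4172 received another symbol. The genome build behind the array annotation is not named, so chromosomes and cytobands are given as the table lists them and no positions are given. Different probes of a gene were kept as separate measurements. For a gene named by its fold change, the probe is the one with the highest mean among its probes that met the naming rule. A brighter probe of that gene that was not called can thus go unnamed. For the genes of the fixed lists the probe is the kept one with the highest mean.

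One linear model with the 4 group means was fitted to all kept probes with lmFit, contrasts.fit and eBayes. The 5 comparisons and the interaction (the effect of CDTX in SCI mice minus its effect in sham mice) were called at a Benjamini-Hochberg adjusted p under 0.05 per comparison, and counts with an absolute log2 fold change of at least 1 are given beside them. All adjusted p-values in the text come from limma unless another source is named. A probe not detected on any array of a group has only a bound there. Its fold is given as "at least", as the bright group's mean over the dim group's mean of, per array, the higher of the lowest detected signal and the probe's own.

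The genes named were set by a rule: in each comparison the 5 highest and 5 lowest log2 fold changes among called probes whose compared groups did not overlap (for the interaction, among called probes), 1 probe per gene; for the probes that differed in SCI+CDTX from each other group, the 5 with the largest smallest fold change in each direction; and 17 genes of a 40-gene list on ossification signalling. The 10 gene lists were tested in the 6 contrasts with limma's camera at an inter-gene correlation of 0.01, 1 probe per gene, with Benjamini-Hochberg adjustment over 60 tests. For 2 of the lists, 10000 random lists were drawn with each gene replaced by another from the same of 20 bins of mean expression. The lists cover neutrophils, monocytes and macrophages, muscle fibre, denervation and atrophy, muscle precursors, fibroadipogenic progenitors, interferon response, glucocorticoid response, proliferation and ossification signalling. The sample grouping, the tests, the gene lists, the naming rule and the alternatives were chosen before the data were examined, except where the text says that a choice followed the data.

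The alternatives were all 16 arrays, all 16 arrays with array weights, the authors' 2 normalized tables, median scaling in place of quantile normalization, no background correction, each slide normalized separately, no detection filter, a stricter one (detection p under 0.01 on every array of a group), a trended and robust eBayes, only the groups compared, slide as a fixed block, the replicate number as a block, and each array left out in turn. For the gene lists, the rotation test fry and camera with an estimated correlation were run as well. The authors' normalized tables give no value per array, so array values were rebuilt by regressing the authors' group means on the deposited intensities. The rebuilt values gave the authors' group means to within 0.11 intensity units and their lowest and highest values to within 0.42 in the final version, and to within 0.1 and 0.37 in the version of all 16 arrays. One alternative, all 16 arrays with a probe difference score as covariate, was chosen after seeing the data. That score is the first principal component of the log2 differences between the 2 brightest probes of 754 genes whose second probe had a mean of at least 7.

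Each step was tested on simulated data built on these arrays. With 200 of 14763 probes changed by a log2 of 2, the fit recovered 99% in each of the 5 comparisons and 98% in the interaction, and called between 6 and 12 unchanged probes. The simulated set of probes higher in SCI+CDTX than in each other group was recovered at 99% with 0 unchanged probes called. A camera test on simulated data found the 1 changed list and 0 of the unchanged ones. Only 1 of 35 splits of the simulated SCI+CDTX and SCI+Saline arrays gave as many calls. Rebuilt values from simulated group means were off by at most 0.0468. With a simulated probe-specific effect shared by the Sham+CDTX arrays and SCI+CDTX replicate 2, over 14955 probes, the plain fit called 2668 unchanged probes between SCI+CDTX and Sham+CDTX and the fit with the score called 8, recovering 99.5% and 95.5% of the changed ones. In the interaction of that simulation the plain fit called 164 unchanged probes and recovered 91.5% of the changed ones, and the fit with the score called 7 and recovered 84.5%. Both fits of that simulation included SCI+CDTX replicate 2, unlike the main fit, and the changed probes differed by a log2 of 2. Their recovery rates were not measured for smaller changes or for a weaker response on that array.

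Per the labels, SCI arrays lie on slide 1 and sham arrays on slide 2, and on each slide CDTX arrays lie at positions A to D and saline arrays at positions E to H. Surgery and slide, and injection and position, therefore cannot be told apart. The interaction removes only slide effects that are equal for both injections and position effects that are equal on both slides. The labels do not say that a replicate number pairs animals, and no block was used in the main analysis. The number of arrays limits the precision, with 3 or 4 per group.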

Results

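The data set comprised 16 arrays of hamstring muscle RNA, 4 from each combination of SCI or sham surgery with CDTX or saline injection. Per the series design, SCI+CDTX is the only condition in which neurogenic heterotopic ossifications, bone formed in muscle after a lesion of the nervous system, develop. The comparisons below were therefore read for what sets SCI+CDTX muscle apart from the other 3 groups at day 2.

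Mean raw intensity over all probes was 339 ± 25.1 in SCI+CDTX, 327.8 ± 6.33 in SCI+Saline, 334 ± 6.05 in Sham+CDTX and 250.9 ± 20.7 in Sham+Saline (SD, n = 4 arrays each). The Sham+Saline arrays, at 230.5 to 277, were all dimmer than the other 12 arrays, the dimmest of which was at 319.9. Of 25697 probes, 13444.2 ± 255 were detected per array in SCI+CDTX, 11993.2 ± 561 in SCI+Saline, 13369 ± 157 in Sham+CDTX and 11508.2 ± 302 in Sham+Saline (SD, n = 4). Each array's mean number of beads per probe lay between 33.3 and 38.9. No pair of arrays held the same values, and the most alike, Sham+CDTX 3 and 4, correlated at r = 0.992 across probes. The Y-linked genes Eif2s3y and Kdm5d were detected on 0 of 16 arrays, while the 2 Xist probes were detected on 13 and 16 arrays. For Ddx3y, 1 probe (ILMN_2899599) was detected on 16 arrays at intensities of 138.3 to 353, and 2 others on 0. Uty was detected on 9 arrays at intensities of at most 116.5. What the Ddx3y and Uty detections mean in mice labelled female was not tested.

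In a principal component analysis of all 16 arrays, component 1 held 47.4% of the variance, component 2 held 19% and component 3 held 13.4%. Component 1 separated CDTX arrays (23.9 to 55.8) from saline arrays (-54.7 to -12.9), and component 2 separated SCI arrays (9.7 to 33.9) from sham arrays (-31.2 to -20.5). SCI+CDTX 2, the array the authors excluded, lay at -32.9 on component 3 against 23.7 to 39 for the other SCI+CDTX arrays. Its median correlation was 0.952 with its own group and 0.968 with Sham+CDTX. It was left out of the comparisons unless stated otherwise.

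**Figure D1:**
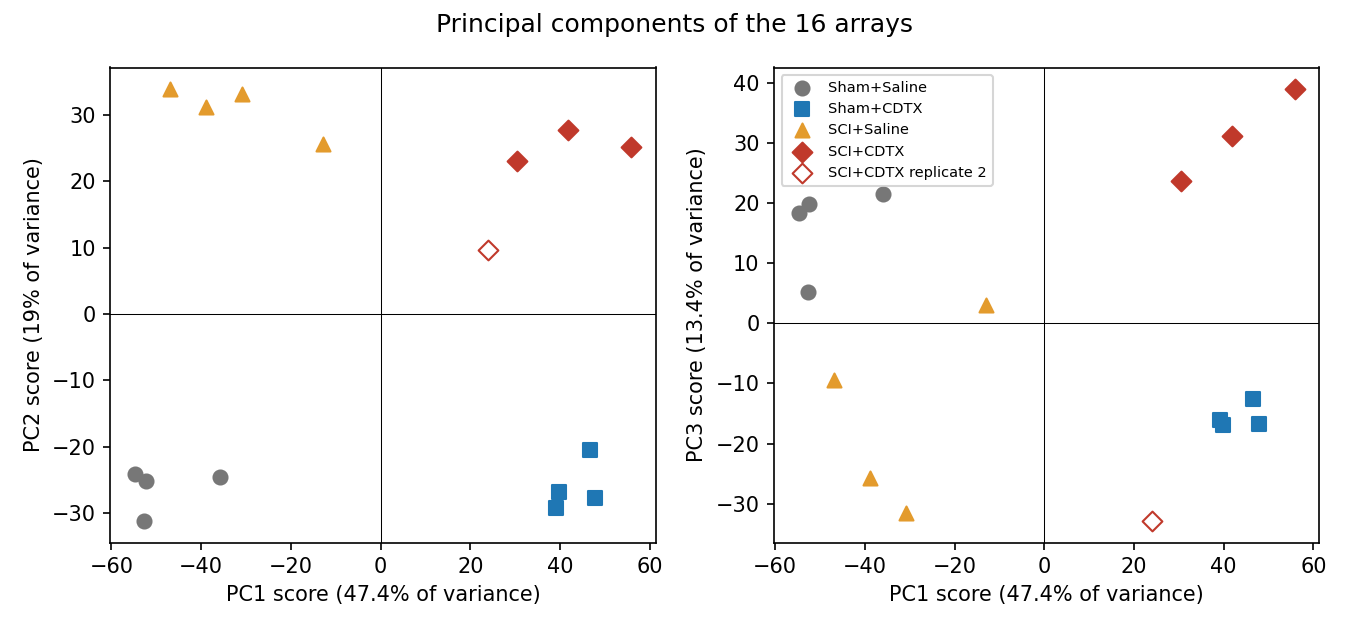
Principal component scores of the 16 arrays, component 1 against component 2 and component 1 against component 3, 1 point per array and 1 colour per group. CDTX arrays lie at 23.9 to 55.8 on component 1 and saline arrays at -54.7 to -12.9, and SCI+CDTX 2 lies apart from its group on component 3 at -32.9.

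The effect of CDTX was measured within each surgery. In SCI mice, 6338 of 14763 probes differed between SCI+CDTX and SCI+Saline, 3019 higher and 3319 lower in SCI+CDTX (limma, adjusted p under 0.05), and 2157 of them by at least 1 log2. In sham mice, 7219 probes differed between Sham+CDTX and Sham+Saline, 3411 higher and 3808 lower in Sham+CDTX, and 2476 by at least 1 log2. Leaving out SCI+CDTX 3 moved the first count most, to 4719. The alternative that moved the second count most was the fit over all 16 arrays with the probe difference score described further on, which gave 4549. The share of higher against lower calls depended on the scaling. In SCI mice 47.6% of calls were higher in the CDTX group after quantile normalization, 64.9% after median scaling and 75.5% in the authors' final table. In sham mice these shares were 47.3%, 85.1% and 76.1%. Median scaling moved the median log2 fold change of all probes to 0.06 in SCI mice and 0.32 in sham mice, and the authors' final table moved it to 0.22 and 0.25, so each direction stated here is relative to the middle of the kept probes.

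Across the 14763 probes the CDTX effects in SCI and in sham mice correlated at r = 0.609 (Spearman's rho 0.506), and these 2 comparisons share no array. Probes are not independent replicates. Of the called probes, 3570 changed in the same direction in both and 485 in opposite directions, against 1553.7 and 1545.6 expected if the calls were independent.

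Genes are ranked below among those the naming rule admits, by the brightest of each gene's probes that met the rule. In SCI mice the largest rise was that of Glycam1 (ILMN_2640849, chromosome 15, band 15qF3), which encodes a mucin-like glycoprotein. It was at 10.39 ± 0.18 log2 in SCI+CDTX (SD, n = 3), 4.42 ± 0.37 in SCI+Saline, 4.26 ± 0.03 in Sham+CDTX and 4.21 ± 0.06 in Sham+Saline (SD, n = 4 each). The log2 fold change against SCI+Saline was 5.97 (standard error 0.17, adjusted p 2.59e-14). Gal, Uhrf1, Myo1f and Lyz2 followed with log2 fold changes of 4.03, 3.9, 3.61 and 3.51. Myl2 fell by 3.07 on the log2 scale, from 11.07 ± 0.69 to 8 ± 0.65 (adjusted p 2.59e-06), and Prkaa2, Map4, Synm and Retreg1 had log2 fold changes of -2.62, -2.54, -2.39 and -2.36. In sham mice Gal (ILMN_2776034, chromosome 19) rose most among the named genes, from 4.81 ± 0.59 to 10.93 ± 0.33 (log2 fold change 6.12, adjusted p 4.36e-08), followed by Gpnmb (5.92), Spp1 (5.23), Trem2 (5.19) and Ms4a6d (5). The lowest by the naming rule were Tpra40 (-3.77), Cish (-3.16), Decr1 (-3.13), Kcnc1 (-2.82) and Ankrd2 (-2.58). With the probe difference score in the fit, Tpra40 stood at -0.82 and Cish at -2.42, no longer called.

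The effect of SCI was measured within each injection. In CDTX-injected muscle 4393 probes differed between SCI+CDTX and Sham+CDTX, 2194 higher and 2199 lower in SCI+CDTX, and 1262 by at least 1 log2. In saline-injected muscle 4350 probes differed between SCI+Saline and Sham+Saline, 2190 higher and 2160 lower in SCI+Saline, and 1042 by at least 1 log2. These counts include any difference between the 2 slides. For saline muscle the share of higher calls was 50.3% after quantile normalization, 86.4% after median scaling and 61.9% in the authors' final table, with a median log2 fold change of 0.17 and 0.04 under the latter. For CDTX muscle the share was 49.9%, 44.9% and 52.2%. The SCI effects in CDTX and in saline muscle correlated at r = 0.277 across probes (Spearman's rho 0.2). They shared 1293 calls in the same direction and 531 in opposite directions, against 647.2 of each expected if independent.

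The comparison of SCI+CDTX with Sham+CDTX, and with it the interaction, carried a limit that was measured on pairs of probes of the same gene. Of 363 genes whose brighter probe was called in this comparison, the second probe moved the same way in 78%. That share was 96.7% for SCI+CDTX against SCI+Saline, 92.7% for SCI+Saline against Sham+Saline, 90% for Sham+CDTX against Sham+Saline and 77.1% for the interaction. The differences between 2 probes of a gene, over 754 genes, had a first component holding 44.3% of their variance. Its score was 9.4 to 11.3 in the 4 Sham+CDTX arrays, 8 in SCI+CDTX 2 and -6.8 to -1.5 in the other 11 arrays. A fit over all 16 arrays with this score as covariate, chosen after seeing the data, called 469 probes between SCI+CDTX and Sham+CDTX and 103 in the interaction. Within those, 234 of the 4393 calls and 67 of the 3483 interaction calls were kept in the same direction, and 39 and 2 were called in the opposite one. Of the 469 calls 66.3% were higher in SCI+CDTX, against 49.9% of the 4393, and of the 103 interaction calls 29.1% were positive. In that fit SCI+CDTX 2 is the array that separates the score from the group difference. Actb, singled out after its values were seen, shows the size such differences reached. Its probes ILMN_2846865 and ILMN_2588055 had log2 fold changes of -5.47 and -5.37 in Sham+CDTX against Sham+Saline, below every gene named for that comparison. Its brightest probe, ILMN_2698799, stood at -0.15 (not called) and its probe ILMN_2617433 at 2.33. In SCI+CDTX against Sham+CDTX the first pair stood at 3.62 and 3.51 and the brightest probe at 0.14, and in the interaction at 4.14, 4.01 and 0.06. With the score the pair was called in neither of the latter (0.25 and 0.25, 0.69 and 0.68).

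**Figure D2:**
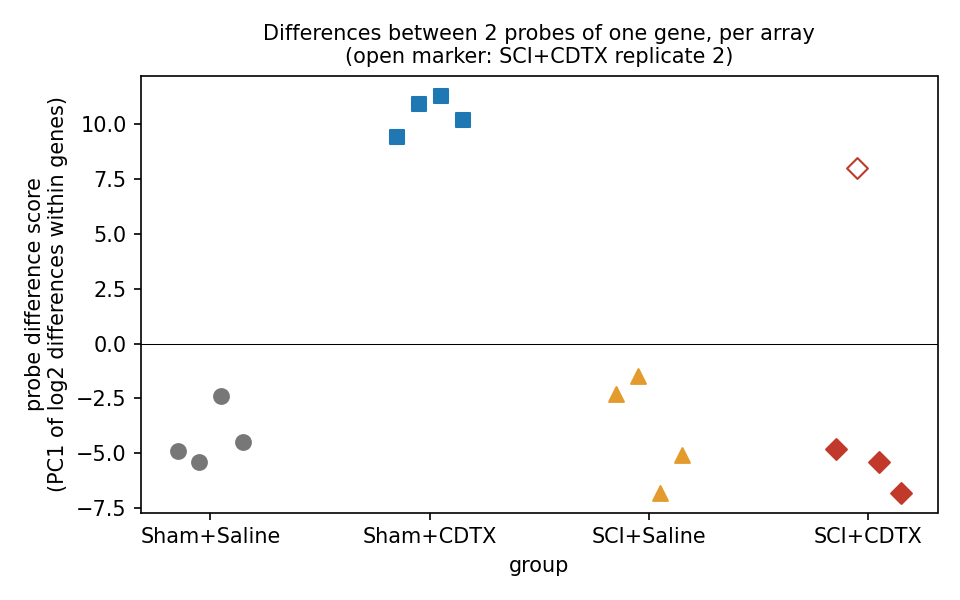
Probe difference score of each of the 16 arrays, 1 point per array by group; the score is the first principal component of log2 differences between 2 probes of the same gene over 754 genes. The Sham+CDTX arrays (9.4 to 11.3) and SCI+CDTX 2 (8) lie above the other 11 arrays (-6.8 to -1.5).

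By the naming rule Glycam1 also rose most in SCI+CDTX against Sham+CDTX, at least 58.8-fold (log2 fold change 6.14, adjusted p 1.57e-14), as it was not detected on any Sham+CDTX array. Of 13 kept genes of a list of lymphocyte and lymph node genes, made after Glycam1 was seen, 8 were also called higher there. Fcmr (ILMN_1221820, chromosome 1), the receptor for the Fc part of IgM, rose at least 6.8-fold (log2 fold change 3, standard error 0.26, adjusted p 3.46e-07). Chil3 (2.99, adjusted p 0.00448), Il1b (2.96, adjusted p 1.25e-06) and Krt18 (2.89, adjusted p 1.3e-07) followed. Mettl21c (ILMN_2986586, chromosome 1) was lowest by that rule, at 4.97 ± 0.3 in SCI+CDTX (n = 3) and 9.09 ± 0.17 in Sham+CDTX (n = 4; log2 fold change -4.12, adjusted p 1.42e-11). Nfib, Mlf1, Dusp10 and Lsmem1 stood at -3.18, -2.96, -2.82 and -2.79. With the score as covariate Glycam1 (6.03), Fcmr (2.49), Krt18 (3.55), Mettl21c (-3.54) and Lsmem1 (-1.51) stayed called in the same direction. Chil3 (2.3), Il1b (0.64), Mlf1 (-0.19) and Dusp10 (-0.82) were not called there, and Nfib changed sign to 0.71, not called.

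In saline muscle the largest rises with SCI by the naming rule were those of Ankrd1 and Krt18. Ankrd1 (ILMN_2950286, chromosome 19) rose from 6.35 ± 0.68 to 12.23 ± 0.51 (log2 fold change 5.87, adjusted p 2.54e-11, n = 4 each). Its other probe, ILMN_2625451, had a log2 fold change of 6.21. Krt18 (ILMN_2711267, chromosome 15) rose at least 25.4-fold from a level not detected in Sham+Saline (log2 fold change 5.15, adjusted p 1.07e-11). Rrad (4.86), Slpi (4.82) and Chrna9 (4.4) followed. By the rule the lowest were Mettl21c (-3.43), Perm1 (-3.29), Kcnc1 (-3.24), Nrep (-3.16) and Lynx1 (-2.96). All 10 kept their call and direction in every alternative run for this comparison, the score included.

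Against Sham+Saline, which differs in both surgery and injection, 6868 probes differed in SCI+CDTX, 3391 higher and 3477 lower, and 2784 by at least 1 log2. Of these calls 49.4% were higher in SCI+CDTX, against 82.6% after median scaling and 77.5% in the authors' final table, with median log2 fold changes of 0.32 and 0.3. Glycam1 was at least 48.9-fold higher (log2 fold change 6.18, adjusted p 1.38e-14), followed by Gpnmb (5.78), Slpi (5.71), Spp1 (5.53) and Gal (5.12). Mettl21c (-5.11), Myl2 (-4.48), Perm1 (-3.95) and Kcnc1 (-3.74) were lowest, with Aqp4 at least 10.4-fold lower. The authors' deposited table lists p under 0.05 for 4835 probes against SCI+Saline, 4190 against Sham+CDTX and 6267 against Sham+Saline, of which 80.2%, 51.4% and 78.3% were higher in SCI+CDTX. Among these, 3807, 3845 and 4597 were called in the same direction by limma and 0 in the opposite one.

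**Figure D3:**
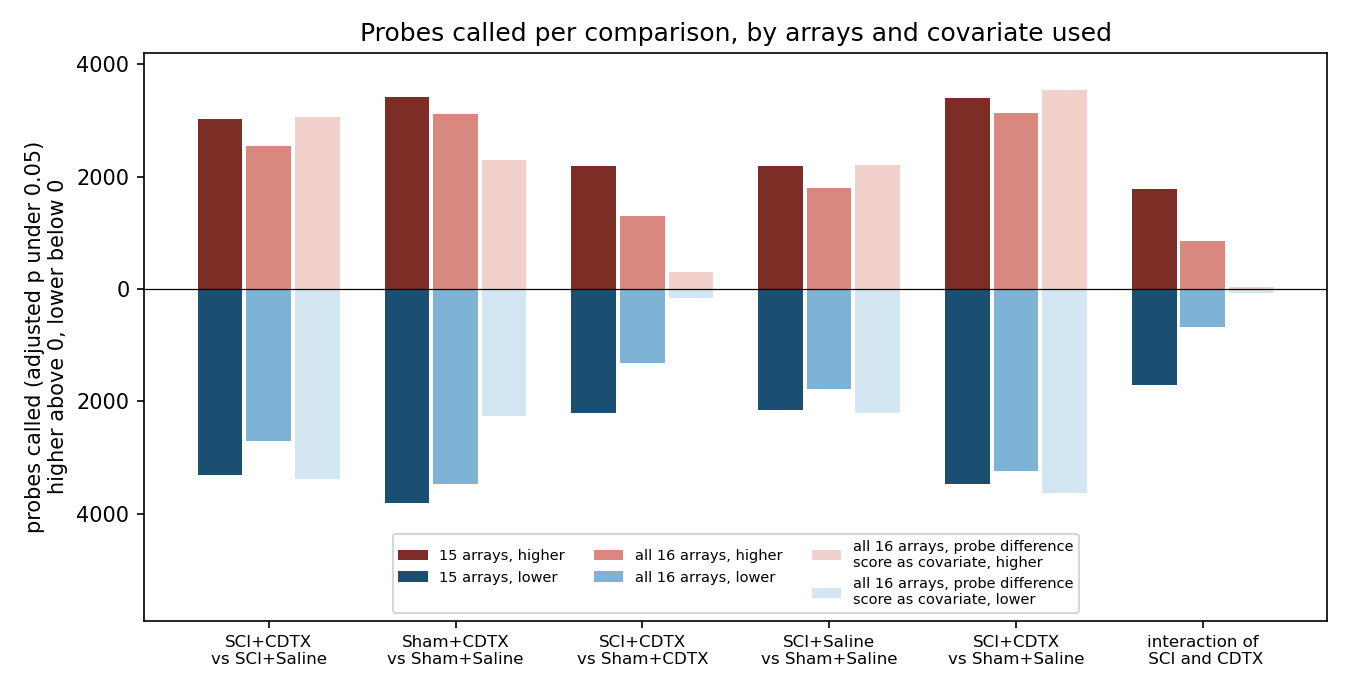
Number of probes called higher and lower at an adjusted p under 0.05 in each of the 5 comparisons and the interaction, for 15 arrays, all 16 arrays, and all 16 arrays with the probe difference score in the fit. The counts for SCI+CDTX against Sham+CDTX fall from 4393 to 2613 and 469, and those for the interaction from 3483 to 1532 and 103.

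The interaction tested whether CDTX had a different effect after SCI than after sham surgery. It was called for 3483 probes, 1777 with a more positive and 1706 with a more negative CDTX effect in SCI mice, while 20 simulations with additive effects gave at most 0. The alternatives that moved it most among those set beforehand were the authors' table of all 16 arrays (1469) and limma over all 16 arrays (1532), and the fit with the score gave 103. After median scaling 4743 probes were called, 17.7% of them positive against 51% here, with a median of -0.24. Of the 3483 probes, 2028 (58.2%) were also called in the same direction between SCI+CDTX and Sham+CDTX, 117 (3.4%) in the opposite direction, and 1338 (38.4%) not at all in that comparison. By the naming rule Glycam1, not detected in either sham group, had the largest positive interaction (5.93, standard error 0.23, adjusted p 8.38e-12), then Fcmr (3.23; detected on 0 of 4 Sham+CDTX, 1 of 4 Sham+Saline and 1 of 4 SCI+Saline arrays, so that neither interaction has an exact size), Bmp1 (3.21), Il4i1 (3.02) and Retsat (2.95). Ankrd1 had the largest negative one (-4.34, adjusted p 1.91e-06; -4.43 at its other probe), then Nop58 (-3.55), Mllt3 (-3.36), LOC668837 (-3.33) and Rrad (-3.19). With the score as covariate Glycam1 (5.81), Fcmr (2.71) and Ankrd1 (-3.79) stayed called, Mllt3 (0.23) and LOC668837 (0.65) changed sign, and the other 5 were not called. LOC668837 was also not called with all 16 arrays (-2.44).

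In SCI+CDTX 703 probes (649 genes) were higher than in each of the other 3 groups, 137 of them by at least 1 log2 against each, and 825 probes (720 genes) were lower, 165 by at least 1 log2. The balance turned over with the scaling, to 957 higher and 443 lower after median scaling and 1034 higher and 417 lower in the authors' final table. The 3 comparisons share the SCI+CDTX arrays. In 20 simulations, arrays with no group effect gave 0 and 0 such probes, while purely additive SCI and CDTX effects gave a median of 457 higher (424 to 511) and 681 lower (654 to 710). An interaction was called for 383 (54.5%) of the higher and 320 (38.8%) of the lower probes. Without SCI+CDTX 3 the sets held 389 and 479 probes, and without SCI+CDTX 4 the higher set held 455. With all 16 arrays they held 206 and 282, and with the score as covariate 16 and 16. By the smallest of their 3 log2 fold changes the leading higher genes were Glycam1, Chil3 (3.29, 2.99 and 4.41 against SCI+Saline, Sham+CDTX and Sham+Saline), Il1b (3.46 and 2.96 against the first pair of groups), Fcmr (2.83 against SCI+Saline and 2.6 against Sham+Saline) and LOC100044702 (2.45 and 2.41 against the first pair). Where a group had no detection only a bound holds: at least 9.7-fold for Il1b and at least 4.5-fold for LOC100044702 against Sham+Saline, and at least 6.8-fold for Fcmr against Sham+CDTX. The leading lower genes were Prkaa2 (-2.62, -2.28 and -2.32), Myl2 (-3.07, -2.16 and -4.48), Phkb (-2, -2.19 and -2.04), Styx (-1.99, -2.64 and -2.58) and Abra (-1.89, -1.92 and -2.47). The fit with the score left Glycam1 and Fcmr called against each of the 3 groups, and the other 8 not called against Sham+CDTX, with a changed sign there for the 5 lower genes. With all 16 arrays unweighted Abra was not called against SCI+Saline (-1.22) or Sham+CDTX (-1.26), nor was it in the authors' table of all 16 arrays (-1.1 and -1.12), in which Prkaa2 was not called against Sham+Saline (-1.17).

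Of the 40 genes of the ossification signalling list, 29 had a kept probe. In SCI+CDTX against Sham+CDTX 8 were higher and 3 lower, both over all probes and adjusted over the list alone. Against SCI+Saline 12 were higher and 2 lower by either adjustment. Against Sham+Saline 14 were higher and 6 lower, or 15 and 6 adjusted over the list alone, and the interaction was called for 6 positive and 4 negative genes, or 7 and 4 adjusted over the list alone. Sham+CDTX against Sham+Saline gave 13 and 4, and SCI+Saline against Sham+Saline gave 5 and 4, by either adjustment. No probe was kept for Il6, Lif, Il1a, Tac1, Bmp2 or Runx2.

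Osm (ILMN_2919411, chromosome 11), which encodes the cytokine oncostatin M, was at 6.4 ± 0.47 in SCI+CDTX (SD, n = 3), 4.66 ± 0.47 in SCI+Saline, 5.27 ± 0.15 in Sham+CDTX and 4.51 ± 0.26 in Sham+Saline (n = 4 each). Its log2 fold change was 1.73 against SCI+Saline (adjusted p 1.63e-05) and 1.12 against Sham+CDTX (adjusted p 0.00146), and its interaction was 0.97 (adjusted p 0.0355, or 0.0239 adjusted over the list alone). The interaction was not called when SCI+CDTX 3 (0.9) or 4 (0.78), SCI+Saline 1 (0.86) or 3 (0.82), Sham+CDTX 2 (0.94), 3 (0.93) or 4 (0.96), or Sham+Saline 1 (0.9) or 4 (0.91) was left out. With all 16 arrays Osm was called neither against Sham+CDTX (0.82) nor in the interaction (0.66), which was also lost in the authors' table of all 16 arrays (0.74) and without a detection filter (0.97), and with the score as covariate Osm stood at -0.24 against Sham+CDTX and -0.43 in the interaction, neither called. Osmr did not differ between SCI+CDTX and Sham+CDTX (log2 fold change 0.12, adjusted p 0.742). Il1b rose from 4.6 ± 0.46 in SCI+Saline to 8.06 ± 0.87 in SCI+CDTX, with an interaction of 2.66 (adjusted p 0.000152). Il1rn (ILMN_3072427, chromosome 2), the interleukin 1 receptor antagonist, was at 7.77 ± 0.4 in SCI+CDTX and 5.68 ± 0.06 in Sham+CDTX (log2 fold change 2.09, adjusted p 1.3e-07; interaction 1.97). Il1b, Il1rn and Osm were detected on 0 of 4 Sham+Saline arrays and on 1, 1 and 2 of 4 SCI+Saline arrays. Their rise with CDTX in sham mice is therefore known only as at least 1.2-fold, 1.9-fold and 1.4-fold, and their interactions have no exact size. Socs3 was at 8.66 ± 0.49 and 6.75 ± 0.25 in SCI+CDTX and Sham+CDTX (log2 fold change 1.91, adjusted p 0.00024; interaction 2.01). With the score the log2 fold changes against Sham+CDTX were 0.64 for Il1b, 0.27 for Il1rn and 0.54 for Socs3, none called, and on the excluded array SCI+CDTX 2 these genes were at 5.91, 5.99 and 7.53. The Socs3 interaction was not called in the authors' table of all 16 arrays (1.55).

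Bmp4 was lower in SCI+CDTX than in SCI+Saline (log2 fold change -1.17, adjusted p 0.000333) and Sham+CDTX (-0.67, adjusted p 0.027). The latter was not called without SCI+CDTX 3 (-0.51) or 4 (-0.7) or Sham+CDTX 1 or 2 (-0.64 each), with all 16 arrays (-0.6), without background correction (-0.29), without a detection filter (-0.67) or with the score. Its interaction of -0.89 (adjusted p 0.0385) was not called without SCI+CDTX 3 (-0.73) or 4 (-0.91), SCI+Saline 1 (-0.87) or 2 (-0.76), Sham+CDTX 1, 2 or 3 (-0.86, -0.86 and -0.89), or Sham+Saline 3 (-0.68) or 4 (-0.88). Nor was it with all 16 arrays (-0.82), without background correction (-0.4), without a detection filter (-0.89) or with the score. Spp1 rose with CDTX in SCI mice (3.49, adjusted p 0.00178) and did not differ between SCI+CDTX and Sham+CDTX (0.3, adjusted p 0.838). Ccl2 was 1.37 higher in SCI+CDTX than in Sham+CDTX (adjusted p 0.0412), a call lost without SCI+CDTX 3 (1.24) or 4 (1.22), Sham+CDTX 2 (1.18), 3 (1.37) or 4 (1.43), or Sham+Saline 2 (1.36). It was also lost with all 16 arrays (1.16), in the authors' table of all 16 arrays (1.12), after median scaling (1.24), without a detection filter (1.37), with the trended and robust eBayes (1.37) and with the score (0.84). Ccl2 was detected on 0 of 4 Sham+Saline and 3 of 4 SCI+Saline arrays, so that its rise with CDTX in sham mice is known only as at least 8.6-fold. Its interaction was not called (adjusted p 0.512) and has no exact size, which leaves open whether its CDTX effects differ. Pdgfra rose with CDTX in SCI mice (1.18) and sham mice (1.38) and did not differ between SCI+CDTX and Sham+CDTX (-0.4, adjusted p 0.169). None of 3 Stat3 probes was called there (-0.39, -0.16 and 0.35). Il1r1 was detected on 1 of 3 SCI+CDTX and 1 of 4 Sham+CDTX arrays, so a difference was not detectable at this signal.

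**Figure D4:**
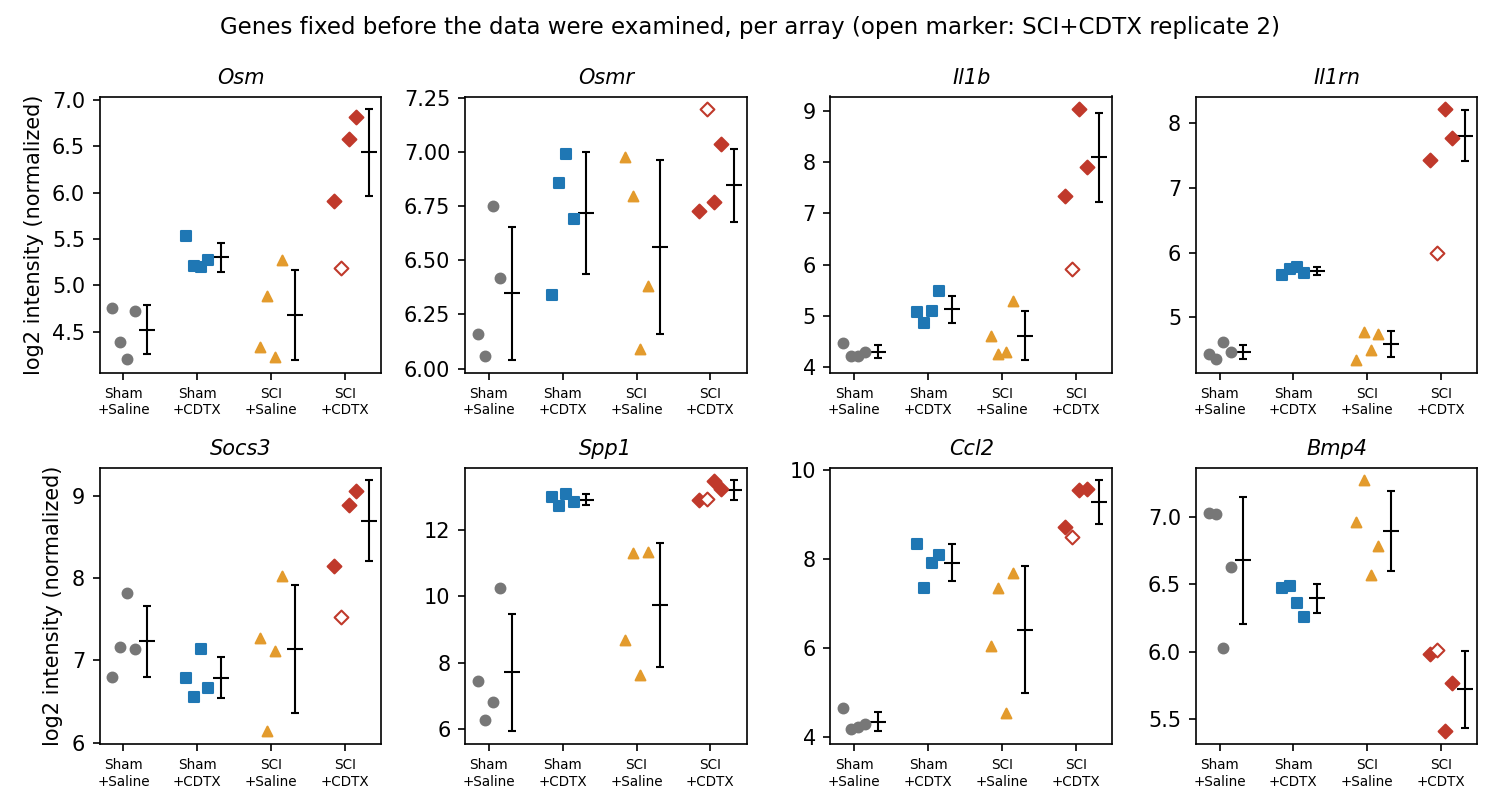
Log2 normalized intensity of Osm, Osmr, Il1b, Il1rn, Socs3, Spp1, Ccl2 and Bmp4 on each of the 16 arrays by group, with the mean ± SD over arrays without SCI+CDTX 2, which is marked; the vertical range differs between panels. Osm, Il1b, Il1rn and Socs3 on SCI+CDTX 2 are at 5.19, 5.91, 5.99 and 7.53, below the SCI+CDTX means of 6.4, 8.06, 7.77 and 8.66.

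The gene lists gave 25 calls among 60 tests with camera. Under fry 36 tests were called, including 24 of the 25, the exception being monocytes and macrophages in SCI+Saline against Sham+Saline. With an estimated correlation 4 were called, all for denervation and atrophy. The denervation and atrophy list had a median log2 fold change of 2.35 in SCI+Saline against Sham+Saline (adjusted p 8.98e-13, 11 of 11 genes called higher), 0.63 in SCI+CDTX against Sham+CDTX, 1.16 in SCI+CDTX against Sham+Saline, -0.79 in SCI+CDTX against SCI+Saline and -0.76 in the interaction (adjusted p 1.19e-05). All but SCI+CDTX against SCI+Saline hold with the estimated correlation.

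Monocyte and macrophage genes rose with CDTX by a median of 2.13 in SCI mice and 3.02 in sham mice (12 of 12 genes in each), by 3.43 in SCI+CDTX against Sham+Saline, and by 0.69 in SCI+Saline against Sham+Saline. The last was not called without SCI+Saline 2 (0.6) or 4 (0.33) or Sham+Saline 3 (0.54) or after median scaling (0.9). Proliferation genes rose by 2.33, 2.57 and 2.46 in SCI+CDTX against SCI+Saline, Sham+CDTX against Sham+Saline and SCI+CDTX against Sham+Saline. Interferon response genes rose with CDTX by 1.15 in SCI and 1.75 in sham mice and were lower in SCI+CDTX than in Sham+CDTX (-1.02, adjusted p 0.0115). That difference was not called without SCI+CDTX 1 (-0.76). Fibroadipogenic progenitor genes rose with CDTX in SCI mice (1) and were lower in SCI+Saline than in Sham+Saline (-0.74). Glucocorticoid response genes were higher with SCI in saline muscle (0.98), in CDTX muscle (0.36, adjusted p 0.0379) and in SCI+CDTX against Sham+Saline (0.74), with an interaction of -0.63. In CDTX muscle that call was lost without SCI+CDTX 1 (0.18), SCI+Saline 2 (0.36) or Sham+CDTX 1 (0.35). It was also lost after median scaling (0.25) and in the authors' final table (0.33), as was the call against Sham+Saline (1.04 and 0.9). Muscle precursor genes were higher in SCI+Saline than in Sham+Saline (0.37) with an interaction of -0.4 (adjusted p 0.0274). Only 2 of the 5 kept genes of that list, Myod1 (2.62, interaction -2.69) and Myog (3.34, interaction -2.11), both singled out after their values were seen, were called in either contrast, and Myog is also in the denervation and atrophy list. Ossification signalling genes rose by 0.25 in SCI+CDTX against SCI+Saline and 0.49 against Sham+Saline, the latter not called after median scaling (1.11). Neither the neutrophil nor the muscle fibre list was called in any comparison with camera. Without Sham+Saline 4 neutrophil genes were called in Sham+CDTX against Sham+Saline (1.34), SCI+CDTX against Sham+CDTX (1.14), SCI+Saline against Sham+Saline (1.37) and SCI+CDTX against Sham+Saline (1.66). On that array they had a median level of 8.14, against 4.43 to 4.55 on the other Sham+Saline arrays, and on SCI+Saline 4 they were at 8.15, against 4.54 to 5.23 on the other SCI+Saline arrays. Muscle fibre genes were called in 4 contrasts after median scaling and in 5 in the authors' final table. Acta1, Ckm, Myh4, Tnnt3, Tnni2, Mylpf, Atp2a1 and Actn3 had means of 13.6 to 14.21 in every group. Whether so bright a signal still follows the amount of RNA was not tested. Of the other members, Mb (-1.28 and -0.75), Pygm (-0.51 and -1.33) and Myh2 (-0.65 and -0.94) fell with CDTX in SCI and sham mice. Myh1 stood at -0.06 and 0.7. The main test thus does not show that CDTX left fibre transcripts unchanged. For muscle fibre genes in SCI+CDTX against Sham+CDTX the median was 0.08 and the mean -0.25, and for muscle precursor genes there -0.07 and 0.11; the test direction followed the mean in both. Medians of lists not called changed sign with the scaling in 4 cases. After median scaling these were fibroadipogenic progenitors in the interaction (0.27 to -0.15) and ossification signalling in the interaction (0.19 to -0.05) and in SCI+CDTX against Sham+CDTX (0.02 to -0.01). In the authors' final table it was glucocorticoid response in SCI+CDTX against SCI+Saline (-0.09 to 0.03).

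**Figure D5:**
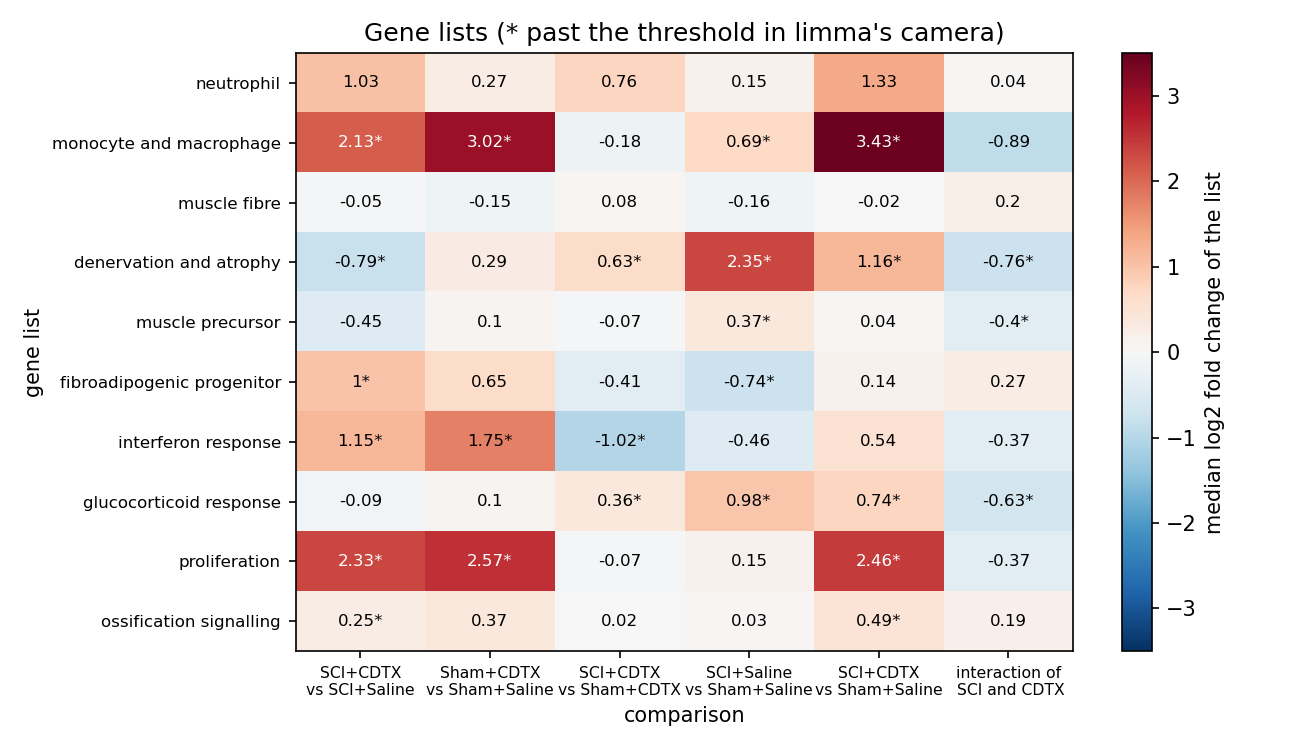
Median log2 fold change of each of the 10 gene lists in the 5 comparisons and the interaction, as a colour scale with the value in each cell; an asterisk marks an adjusted p under 0.05 with camera. Denervation and atrophy genes range from 2.35 in SCI+Saline against Sham+Saline to -0.79 in SCI+CDTX against SCI+Saline.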

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

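The tests of slide and position, of hybridization, of cardiotoxin damage on the SCI-dependent response, of a processing batch, of random gene lists, of probe-specific effects shared with Sham+CDTX and of a brighter Sham+Saline array were chosen only after the result was seen; the others were written before their own result.

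CDTX had a different effect after SCI than after sham surgery at 3483 probes. The interaction genes named were Glycam1 (5.93), Fcmr (3.23), Bmp1 (3.21), Il4i1 (3.02) and Retsat (2.95) on the positive side and Ankrd1 (-4.34), Nop58 (-3.55), Mllt3 (-3.36), LOC668837 (-3.33) and Rrad (-3.19) on the negative side. Of the ossification signalling genes named by the rule, Il1b (2.66), Socs3 (2.01), Il1rn (1.97), Osm (0.97) and Bmp4 (-0.89) differed, and 5 further genes of that list, 2 positive and 3 negative, did too. Among the lists, denervation and atrophy (-0.76), glucocorticoid response (-0.63) and muscle precursor genes (-0.4) had a called interaction. The last rests on 2 of 5 genes, Myod1 and Myog, and Myog is also in the denervation list. The interactions of Glycam1, Fcmr, Il1b, Il1rn and Osm have no exact size, since the probe was detected on 0 arrays of at least 1 sham group.

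Chance is argued against as the source of these counts. Only the real labelling, 1 of 100 drawn with surgery exchanged within each injection, gave as many interaction probes. For each of the 5 comparisons only the real one, 1 of 35 splits of the arrays, gave as many called probes, and only the real one, 1 of 100 labellings, gave as many probes higher, or as many lower, in SCI+CDTX than in each other group. With 35 splits, 1 is the smallest number possible. Other groupings gave a median of 0 calls throughout but not always few. The next largest gave 5353 probes for SCI+CDTX against SCI+Saline, 1924 against Sham+CDTX and 4744 against Sham+Saline, each with 6 of the 7 arrays exchanged, the nearest to a mirror image of the real groups that 3 against 4 arrays allow. It gave 0 for CDTX in sham mice, 89 for SCI in saline muscle, 2473 for the interaction and 0 for each set.

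For the interaction 8 technical explanations were tested. A slide effect equal for both injections and a position effect equal on both slides cancel in it, so that neither can produce the 3483 probes. Lower brightness of the Sham+Saline arrays stays open. At 58.2% of the probes SCI+CDTX and Sham+CDTX also differed in the same direction and at 41.8% they did not, but the interaction contains that difference, so the overlap does not show what the Sham+Saline arrays add. Quantile normalization of unlike tissues is argued against as the whole cause, since 69.8% of the calls were kept after median scaling and 0 turned to the opposite direction. It bears on the sides unequally: 42.3% of the positive and 98.4% of the negative calls were kept. GC content of the probes correlated with the interaction at r = 0.116 across probes, which decides nothing.

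A probe-specific effect stays open for the interaction as well. Only 77.1% of genes with a called probe had a second probe moving the same way. With the probe difference score in the fit, 1.9% of the interaction calls of probes were kept. Of the 25 list calls 24 were kept, the interactions of denervation and atrophy and of muscle precursor genes among them. Glucocorticoid response fell from 4 called contrasts to 3. Such an effect may account for many of the 3483 calls. In simulated data with a shared probe effect the plain fit called 164 unchanged probes in the interaction, against 2668 between SCI+CDTX and Sham+CDTX. That simulated fit included SCI+CDTX 2, whereas the 3483 calls come from the fit without it. The 164 therefore set no limit on how many of the 3483 such an effect could produce. The simulated fit with the score recovered 84.5% of probes changed by a log2 of 2. Recovery was not measured for smaller changes or for a weaker response on SCI+CDTX 2. The evidence cannot tell a probe-specific effect from biology because 1 array, SCI+CDTX 2, separates the score from the group difference. That array also had a weaker response to CDTX. A processing batch shared by Sham+Saline and the 3 other SCI+CDTX arrays also stays open: SCI+CDTX 2 lay at 0.11 of the way from Sham+CDTX to SCI+CDTX on the SCI-dependent response, where the others lay at 0.81 to 1.01. The biological explanation, that SCI changes the response of muscle to CDTX, stays among the open ones for these probes. Of the genes named by the rule for their interaction, Glycam1, Fcmr and Ankrd1 were called with the score as well, as were Myod1 (-2.19) and Myog (-2.23), singled out after their values were seen.

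Equal slide and position effects stay open for what the comparisons share. The 1293 probes called alike with SCI in both muscles cannot be told apart from a slide effect, nor the 3570 called alike with CDTX in both surgeries from a position effect, because the labels place each group on 1 slide and in 1 block of positions. For lists fixed beforehand the values say more. The denervation and atrophy list rose with SCI by a median of at least 0.63 in both muscles, and 0 of 10000 random lists of 11 genes matched on mean expression reached that (highest 0.51). The monocyte and macrophage list rose with CDTX by at least 2.13 in both surgeries, and 0 of 10000 random lists of 12 genes did (highest 0.96). This argues against a slide or position effect that is unrelated to gene function as the whole cause for these 2 lists, which were picked for the test after their medians were seen. A difference in handling that went with slide or position and changed these genes in the muscle stays open, as do the surgery and the injection themselves.

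SCI+CDTX 2, which the authors excluded, was set against the arrays of the other groups. It lay beyond all 12 of them at 14.2% of the 703 probes higher in SCI+CDTX than in each other group. At the 825 lower ones this share was 18.2%. For an array like those 12, chance gives 7.7%. An array that merely deviates more can also exceed that, and no other SCI+CDTX array was held out for comparison. These shares therefore do not show that SCI+CDTX 2 kept the signal of its group. Its probe difference score of 8, against -6.8 to -4.8 in the other SCI+CDTX arrays, stood apart with a gap of 0.865 of the group's range.

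For this array 5 explanations were examined. That it came from a Sham+CDTX animal is argued against by its place at 0.56 between Sham+CDTX (0) and SCI+CDTX (1) on probes that differ alike with SCI in both muscles, where Sham+CDTX arrays lay at -0.06 to 0.17. This verdict was first left open; the position on the denervation list (1.26, Sham+CDTX -0.03 to 0.08) and the Glycam1 level of 10.23 (other SCI+CDTX 10.3 to 10.63) were brought in after that result. Poor hybridization is argued against by 13694 probes detected, the highest of the 16 arrays. Mixing in of Sham+CDTX RNA predicts equal positions on the shared and the dependent response, but on the linear scale they differed by 0.5, and on the other arrays by -0.07 to 0.07. Less cardiotoxin damage remains a candidate explanation for part of the pattern, with a position of 0.64 on the common CDTX response against 0.77 to 1.23. It falls short for the SCI-dependent response, on which the array lay at 0.21 between SCI+Saline and SCI+CDTX, farther back than its damage alone would place it. A probe-specific effect shared with Sham+CDTX stays open. On differences between probes of the same gene the array lay at 0.75 on the way to Sham+CDTX, and the other SCI+CDTX arrays, each held out, at -0.11 to 0.09. This position is measured on the same kind of probe differences as the score that set the array apart. It restates that observation and is no separate test.

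The origin of the probe differences was not settled. Isoforms that differ between the groups stay open. In SCI+CDTX against Sham+CDTX the root mean square difference was 0.52 in close and 0.73 in distant probe pairs, a ratio of 0.71. In SCI+CDTX against SCI+Saline it was 0.27 and 0.7. The excess against Sham+CDTX thus lay mainly in close pairs. That goes against isoforms as the whole cause, though these values carry no measure of spread. GC content is argued against by r = -0.058 across genes. Degradation along the transcript stays open, with a Spearman rho of -0.101 across genes, because most pairs lay close together (median distance 195 bases). Genes are not independent replicates in either correlation.

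Sham+Saline 4 stood apart from its group in the neutrophil list (8.14 against 4.43 to 4.55; gap 0.968 of the group's range), the proliferation list (5.83 against 4.71 to 4.81; gap 0.911) and component 1 (-35.9 against -54.7 to -52.4; gap 0.878). A brighter array is argued against, since the raw median intensity of the neutrophil list was 3.18 times the next highest array of the group, while mean intensity was 1.08 times. Bone marrow cells in the sample are a candidate source. A list of precursor genes written before the values were read had 15 members on the array, of which 10 were raised by at least 1 log2: 4 of 5 primary granule, 3 of 4 B cell precursor and 3 of 6 erythroid precursor genes. Mpo and Elane are also in the neutrophil list, and Cd79b is also in the lymphocyte list. The brightest of the 15, Mpo, had an intensity of 303.5, against at most 95.3 on the other Sham+Saline arrays. That Mpo probe, ILMN_2600421, was not among the kept probes. The kept Mpo probe, ILMN_2719256, differed little between groups, with means of 4.62 in Sham+Saline, 4.71 in SCI+Saline, 4.37 in Sham+CDTX and 4.45 in SCI+CDTX. S100a8, the brightest of the neutrophil list, was at 6098.4, but at 2215.2 to 9092.3 on the 8 SCI arrays, so its level does not bear on marrow. SCI+Saline 4, noticed after the test, had 7 of the 15 raised, and Mpo there was at 8.73 on the log2 scale. Both arrays lie at position H. No biological explanation was tested for this pattern.

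Sham+Saline 3 stood apart on component 2 (-31.2 against -25.2 to -24.1; gap 0.845) and SCI+Saline 1 in the glucocorticoid list (9.36 against 9.75 to 9.83; gap 0.83). No explanation was tested for either. The 28 measures in 4 groups gave 112 tests and 6 such gaps, and chance gives about 1 in 20 groups (5%).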

How the results depend on the processing

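The fit with the probe difference score was chosen after seeing the data, and the other alternatives beforehand. Without it, 98 values of named genes were recomputed under 28 alternatives, those that leave out an array included. Of 2631 values, 2581 kept direction and call, 50 kept direction only and 0 reversed, and 88 of the 98 kept both throughout. All 98 kept both with array weights, the authors' final table and the stricter detection filter; 97 did after median scaling and with the trended eBayes, 96 without background correction, 94 without a detection filter, 92 in the authors' table of all 16 arrays and 90 with all 16 arrays.

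With all 16 arrays, 2613 probes were called between SCI+CDTX and Sham+CDTX and 1532 in the interaction, 206 were higher and 282 lower in SCI+CDTX than in each other group, and the correlations across probes were 0.69 for the CDTX effects and 0.369 for the SCI effects. The authors' table of all 16 arrays gave 2508, 1469, 399, 130, 0.699 and 0.366 for these values. With array weights, which gave the added array 0.23, the first 2 counts were 6309 and 3798. The authors' final table gave 1034 higher and 417 lower probes, and median scaling gave 957 and 443 and a correlation of SCI effects of 0.249. The cause was not tested.

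Gene lists are given as the number of the 6 contrasts called. The authors' final table gave 5 for muscle fibre and 2 for glucocorticoid response. Median scaling gave 4 for muscle fibre, 2 for glucocorticoid response and 1 for ossification signalling. Under fry, muscle fibre had 3, muscle precursor 5 and ossification signalling 5. With the estimated correlation, macrophage, muscle precursor, fibroadipogenic progenitor, interferon, glucocorticoid, proliferation and ossification lists each had 0. The cause was not tested.

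The score in the fit gave 4549 probes for CDTX in sham mice, 469 between SCI+CDTX and Sham+CDTX, 103 for the interaction, 16 higher and 16 lower in SCI+CDTX than in each other group, correlations of 0.86 and 0.494, and 5 contrasts for proliferation. Of the main calls, 94.8% were kept for SCI+CDTX against SCI+Saline, 98.5% for SCI+Saline against Sham+Saline and 97.5% for SCI+CDTX against Sham+Saline, but 46% for Sham+CDTX against Sham+Saline, 5.3% for SCI+CDTX against Sham+CDTX and 1.9% for the interaction. Called in the opposite direction were 105, 39 and 2 probes of the last 3 and 0 of the others. Of the 25 main list calls 24 were kept, and glucocorticoid response had 3 called contrasts, against 4 in the main fit. Of the 98 gene values, 68 stayed called, 20 kept direction only and 10 reversed without being called. Those reversed between SCI+CDTX and Sham+CDTX were Nfib (0.71), Prkaa2 (0.97), Myl2 (0.15), Phkb (0.67), Styx (0.33), Abra (1.26) and Osm (-0.24), and in the interaction Mllt3 (0.23), LOC668837 (0.65) and Osm (-0.43). Of the Actb probes, singled out after their values were seen, ILMN_1377923 reversed between SCI+CDTX and Sham+CDTX, from 0.55 to -0.19. The cause was not tested; the difference rests on SCI+CDTX 2.

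Leaving out 1 array at a time gave 4719 to 6662 probes for SCI+CDTX against SCI+Saline, 6473 to 7387 for Sham+CDTX against Sham+Saline, 3192 to 4572 for SCI+CDTX against Sham+CDTX, 3661 to 4500 for SCI+Saline against Sham+Saline, 5653 to 7029 for SCI+CDTX against Sham+Saline and 2753 to 3846 for the interaction. The higher set held 389 to 756 probes (389 without SCI+CDTX 3, 455 without SCI+CDTX 4) and the lower set 479 to 860 (479 without SCI+CDTX 3). The correlations ranged from 0.565 to 0.642 and from 0.232 to 0.326. Calls for the lists ranged from 0 to 4 for neutrophil, 3 to 5 for macrophage, 2 to 3 for fibroadipogenic progenitor and ossification, 3 to 4 for interferon and glucocorticoid and 3 to 5 for proliferation genes, and stayed at 0 for muscle fibre, 5 for denervation and 2 for muscle precursor genes.

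List calls gained on leaving out an array, besides neutrophil genes, were macrophage in the interaction without SCI+CDTX 3 (-0.95), SCI+Saline 1 (-0.89) or 3 (-1.22) or Sham+Saline 4 (-0.99), and proliferation in SCI+Saline against Sham+Saline and the interaction without SCI+Saline 1 (0.41 and -0.63) or Sham+Saline 4 (0.54 and -0.63). Interferon genes were gained against Sham+Saline without SCI+CDTX 1 (0.87) and in SCI+Saline without SCI+Saline 4 (-0.69), and in sham mice ossification genes without Sham+CDTX 1 (0.35) and fibroadipogenic genes without Sham+Saline 4 (0.79).

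With the replicate number as a block, 5842, 7073, 4034, 4215, 6555 and 3179 probes were called in the same order of comparisons, 610 were higher and 732 lower, and all 98 gene values and 25 list calls were kept. The numbers do not pair the arrays: deviations of arrays with the same number correlated at a median of -0.02 (21 pairs, 3 above 0.1), and those with different numbers at 0.01 (63 pairs). Slide as a fixed block could be run within slides only and changed no count there.

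Signal over background sets a limit. Of 25697 probes 14763 were kept and 11541 passed the stricter filter, and a fold against a group with no detection is only a bound.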

Other observations

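The lymph node test was written before its values were seen, after Glycam1 and Fcmr had been noticed.

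Glycam1 and Fcmr were higher in SCI+CDTX than in each other group on all 3 arrays used, and on the excluded SCI+CDTX 2 they were at 10.23 and 6.87. Lymph node tissue in the SCI+CDTX samples may be a source of both. A list of 21 lymphocyte and lymph node genes, none of them in the other lists of the main tests, had 18 on the array and 13 kept. Of these, 8 were called higher and 0 lower in SCI+CDTX against Sham+CDTX (median log2 fold change 0.65), and 11 were higher against SCI+Saline (median 1.01). The rule set beforehand left this result open, since lymphocytes that enter injured muscle would raise the same genes. Ccl21a, the brightest of the list in SCI+CDTX, was at 8.17 there and 6.82 in Sham+CDTX, and already at 7.39 in SCI+Saline. Whether SCI raises Glycam1 in the muscle itself was not tested.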
